A study of Homo sapiens with 74 samples.

How the data were processed

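Messenger RNA was measured by sequencing in K562 and HEL, both established human erythroleukaemia cell lines. Per the labels' protocols, the libraries were strand-specific libraries of polyadenylated RNA made with the dUTP method. Of the 74 samples of the series, 13 are RNA-seq libraries and were used. The other 61 samples come from chromatin immunoprecipitation, CUT&Tag, ATAC-seq, PRO-seq and 4sU labelling and were not analysed here.

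The authors deposited a table of read counts per gene for HEL and a table of fragment counts per gene for K562, per the file headers. In a fragment count each read pair counts once. Each table lists 28131 genes by symbol, with the position of each exon and the exonic length of the gene. The deposited counts are whole numbers. Their totals differ between all columns except K562 control columns 2 and 3, so they had not been scaled to a common total. The aligner, the counting program, their versions and the use of strand in counting are not stated. Replicates were not pooled. Symbols of 26353 genes (93.7%) matched the RefSeq annotation of GRCh38.p14, and of the 24989 matched genes on the main chromosomes 99.984% overlapped their position there, so coordinates are given on GRCh38 as the tables list them. Without strand, reads of overlapping and antisense genes can be assigned to the wrong gene. Reads of near-identical copies such as HBA1 and HBA2, or HBG1 and HBG2, can be split between them or dropped. Values of such genes are uncertain.

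Samples were grouped by the labels. HEL had 2 control libraries and 2 libraries with DOT1L knockdown (KD). K562 had 3 columns each for control, DOT1L knockout (KO) and knockout of ENL, a member of the DOT1L complex whose gene symbol is MLLT1. Replicate columns were compared first. The K562 control columns 2 and 3 held the same count in every gene, whereas the other replicate pairs of K562 differed with a chi-square per degree of freedom of 4.05 to 9.64. These columns were therefore counted as 1 library, which left 2 control libraries and 8 libraries in the K562 fit in place of the 9 that had been planned. The K562 control and DOT1L KO labels name a sequencing lane and the ENL KO labels name none. Whether the ENL KO libraries were prepared or sequenced together with the controls is not stated, so a batch difference between them cannot be told apart from the ENL knockout.

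Total counts in K562 were 21677910 and 21411338 in the controls, 21663742, 29236703 and 20403057 in the DOT1L KO, and 21156979, 20985220 and 15404944 in the ENL KO. In HEL they were 12640870 and 12811688 in the controls and 12429514 and 12151495 in the KD. A floor of 3 counts, the upper limit that a count of 0 allows, was worth between 0.103 and 0.247 CPM (counts scaled to a common library total), depending on the library. PCR copies were not marked by molecular identifiers, so this floor covers counting error only.

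Genes were kept with the filterByExpr function of edgeR 4.0.16 in R 4.3.3 (minimum count 10, minimum total count 15), libraries were scaled with TMM factors, and groups were compared with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest), all K562 groups in one fit and HEL in another. P-values were adjusted with the Benjamini-Hochberg method over all genes tested in a comparison, and the threshold was an adjusted p of 0.05. CPM values are TMM-scaled, and the standard error of a log2 fold change was derived from the F statistic. The difference between the cell lines was tested as the interaction of cell line and DOT1L depletion in a joint fit of 9 libraries. In that fit the cell line goes together with knockdown against knockout and with read against fragment counting.

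Gene lists and rules fixed before the data were examined were the following. The transcription machinery list held 23 genes: the DOT1L complex, TFIID and the proteins recognised by antibodies of the series. An erythroid list held 30 genes, a megakaryocytic list 20 and a HOXA and MEIS1 list 12. The last 3 lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01 over 9 tests, with fry and an estimated correlation as alternatives. Besides the targeted and listed genes, the genes named are the 4 largest increases and the 4 largest decreases of each comparison with a control. They had to be past the threshold, have a mean of at least 5 CPM and have every library of one group above every library of the other. The 5 genes with the smallest maximum adjusted p among those changed in the same direction in all 3 comparisons with a control were named as well.

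Fold changes were compared across genes with Pearson's r and Spearman's rho. Genes are not independent replicates, so no p-value is attached to these correlations. Because both knockouts share their control libraries, counts were simulated 20 times with unchanged groups and 20 times with unrelated effects, in which the fold changes of one knockout were exchanged among genes of similar expression in 20 bins. Gene span ran from the start of the first exon to the end of the last. Medians of log2 fold changes were taken by chromosome and in windows of 10 Mb with at least 20 tested genes, beside the same medians between replicates of one group.

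The alternatives were the RLE, upper-quartile and library-size scalings, DESeq2 1.42.0, limma-voom, no filter, a minimum mean of 1 CPM, a minimum absolute log2 fold change of 1, an adjusted p under 0.01, fits of only the groups compared, a replicate block, removal of the exonic length trend of each library (lowess span 0.3), disjoint controls, a minimum of 10 CPM, and leaving out each library in turn. Counting all 9 K562 columns, assigning the duplicated control to the third replicate and giving the K562 dispersion to HEL were added after the data had been seen.

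The steps were tested on simulated counts with known changes. For the tests of calls few genes were changed, each by an absolute log2 fold change of at least 1. Of 193 changed genes tested among 13942 in the simulated K562 DOT1L KO, 89.6% were recovered, and 6.49% of the calls were false. In simulated HEL counts 95.9% of 195 changed genes among 12493 were recovered, with 5.08% false calls. In the DOT1L KO against ENL KO comparison the false share was 9.52%. The simulated interaction recovered 67.7% of 195 changed genes among 15173, with 6.38% false calls. In the measured K562 DOT1L KO 51.1% of genes passed the threshold, with a median absolute log2 fold change of 0.57. The simulated rates therefore need not hold for the many smaller measured changes. With nothing changed, 0 of 13942 genes passed the adjusted threshold and 735 had an unadjusted p under 0.05. A rank correlation with gene span was attenuated by noise, from -0.948 as set to -0.494 as found, whereas a chromosome median set at -0.42 was found at -0.41.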

Results

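To ask how loss of DOT1L, the methyltransferase that modifies lysine 79 of histone H3, changes messenger RNA in human erythroleukaemia cells, RNA-seq counts of K562 and HEL cells were compared between depleted and control libraries. K562 was studied with knockout (KO) of DOT1L and, separately, of ENL (gene symbol MLLT1), a reader of acetylated histones in the DOT1L complex. HEL was studied with DOT1L knockdown (KD). The groups held 2 distinct control, 3 DOT1L KO and 3 ENL KO libraries of K562, and 2 control and 2 KD libraries of HEL. The third K562 control column was identical to the second in every gene and the pair was counted as 1 sample. Total counts ranged from 15404944 (ENL KO 3) to 29236703 (DOT1L KO 2) in K562 and from 12151495 to 12811688 in HEL, and 15686 to 18243 genes had at least 1 count per library.

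The targeted genes were examined first. DOT1L (chromosome 19, 2164149 to 2232578, GRCh38, plus strand) had a normalised count of 182 ± 5.15 CPM (SD, n = 3) in the K562 DOT1L KO and 263 ± 9.84 CPM (SD, n = 2) in the control, a log2 fold change of -0.53 (SE 0.057, adjusted p 4.09e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MLLT1 (chromosome 19, 6210381 to 6279948, minus strand) fell to 154 ± 1.92 CPM (SD, n = 3) in the ENL KO from 216 ± 3.56 CPM (SD, n = 2), a log2 fold change of -0.48 (SE 0.051, adjusted p 5.26e-06 in the same edgeR test). Each targeted transcript was thus still counted in its knockout, and each library of a knockout lay below each control library. MLLT1 did not differ from the control in the DOT1L KO (log2 fold change 0.03, edgeR adjusted p 0.659), nor did DOT1L in the ENL KO (-0.07, edgeR adjusted p 0.390). In HEL, DOT1L fell from 92.4 ± 7.12 to 29.6 ± 0.641 CPM (SD, n = 2 each), a log2 fold change of -1.64 (SE 0.064, edgeR adjusted p 2.22e-28), while MLLT1 rose by 0.40 (SE 0.048, edgeR adjusted p 5.72e-10). The 3 decreases of the targeted genes stayed past the threshold under all alternatives that gave a test. Among the alternatives without a replicate block, library-size scaling moved the log2 fold change of DOT1L in K562 most, to -0.48.

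**Figure D1:**
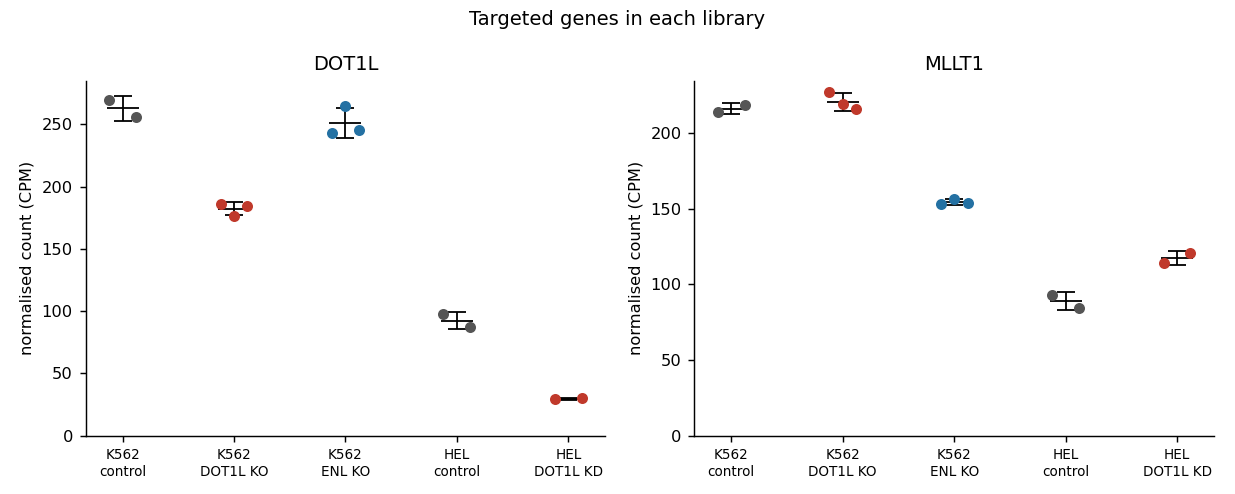
Normalised counts (CPM, linear axes from 0) of DOT1L and MLLT1 in each library of the 5 groups; each point is 1 library and bars show the mean and SD. DOT1L lay at 182 CPM on average in the K562 DOT1L KO and at 263 CPM in its control, and at 29.6 CPM in the HEL KD and 92.4 CPM in its control.

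In the K562 DOT1L KO, 7305 of 14301 tested genes (51.1%) were past the threshold in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3846 of them higher and 3459 lower than in the control. Most of these changes were small: the median absolute log2 fold change of the genes past the threshold was 0.57, and with a minimum absolute log2 fold change of 1 as well, the alternative that moved the count most, 2265 genes remained, 1680 higher and 585 lower. The largest increases among genes of at least 5 CPM were in CHST3 (chromosome 10, 71964395 to 72013556), which rose from 0.118 ± 0.101 (SD, n = 2) to 16.0 ± 0.598 CPM (SD, n = 3) with a log2 fold change of 7.03 (SE 0.28, edgeR adjusted p 2.53e-10), and in ZNF827, GBP4 and TIMP4. ZNF827 (chromosome 4, 145757627 to 145938960) had 1 and 2 counts in the control libraries, under the floor, and 9.23 ± 1.54 CPM (SD, n = 3) in the KO, which was at least 65.9-fold higher. GBP4 (chromosome 1, 89181145 to 89198942) changed by 6.62 (SE 0.24) and TIMP4 (chromosome 3, 12153068 to 12159351) by 6.53 (SE 0.36). TIMP4 had 0 counts in control 1 and 11 in control 2. The size of these increases rested on few control counts. Without control 1 the log2 fold changes of CHST3, TIMP4 and GBP4 were 6.36, 5.53 and 7.72. Without control 2 they were 8.26, 12.04 and 6.00. Control 1, then the only control, had 0 counts of TIMP4, so 12.04 is a fitted value and not a measured size. The largest decreases were in ZNF618 (-6.29, SE 0.22; chromosome 9, 113876282 to 114056595), COL1A2 (-5.18, SE 0.092; chromosome 7, 94394561 to 94431232), PRKCH (-4.67, SE 0.18; chromosome 14, 61321443 to 61550980) and TNS4 (-4.47, SE 0.15; chromosome 17, 40475828 to 40501602). COL1A2 fell from 67.5 ± 2.70 (SD, n = 2) to 1.86 ± 0.0751 CPM (SD, n = 3). ZNF618 had a log2 fold change of -6.92 without DOT1L KO 1 and -5.91 without DOT1L KO 2.

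In the K562 ENL KO, 5863 of the same 14301 genes (41.0%) were past the threshold in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2691 higher and 3172 lower. With the minimum absolute log2 fold change of 1, 413 genes were higher and 1160 lower. CA3 (chromosome 8, 85438827 to 85449038; 5.11, SE 0.35), CA1 (chromosome 8, 85328229 to 85378154; 3.73, SE 0.11), HMGA2 (chromosome 12, 65824460 to 65966291; 3.61, SE 0.18) and COTL1 (chromosome 16, 84565598 to 84618096; 3.57, SE 0.080) rose most in log2 fold change. COTL1 went from 40.8 ± 1.32 (SD, n = 2) to 485 ± 11.7 CPM (SD, n = 3). CAMK2D (chromosome 4, 113451032 to 113761927; -6.84, SE 0.31), DNAJC12 (chromosome 10, 67796669 to 67838179; -6.62, SE 0.32), ALDH1A1 (chromosome 9, 72900662 to 72953317; -6.29, SE 0.17) and FAM84A (chromosome 2, 14632683 to 14651916; -6.27, SE 0.24) fell most. ALDH1A1 dropped from 32.2 ± 2.07 (SD, n = 2) to 0.399 ± 0.115 CPM (SD, n = 3). CAMK2D and DNAJC12 had at most 5 and 6 counts in an ENL KO library. Leaving out ENL KO 1 moved CAMK2D to -8.57, DNAJC12 to -8.56 and FAM84A to -7.39, and the smallest changes without 1 library were -6.40, -6.18 and -5.78. ENL KO 2 and ENL KO 3 held 1 and 0 counts of CAMK2D and of DNAJC12, under the floor. Their values of -8.57 and -8.56 are therefore fitted and not measured sizes. Without ENL KO 2, 4979 genes were past the threshold, the smallest count among the 6 fits that each left out 1 knockout library. The directions of these 8 genes stayed the same in those fits.

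A direct comparison of both knockouts, which avoids the control libraries, found 8606 of 14301 genes past the threshold in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4553 higher and 4053 lower in the DOT1L KO. Of the 2744 genes that also differed by an absolute log2 fold change of at least 1, 2198 were higher in the DOT1L KO and 546 lower. COL1A2 was lower in the DOT1L KO by -5.27 (SE 0.088, edgeR adjusted p 9.54e-14), and COTL1 by -4.01 (SE 0.069, edgeR adjusted p 9.54e-14).

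To ask how far the response to both knockouts was shared, their log2 fold changes were compared across genes. Pearson's r was 0.031 and Spearman's rho 0.167 over 14301 genes. Unchanged groups simulated against the same controls gave a mean r of 0.609 (0.583 to 0.637 in 20 simulations), because both fold changes share the noise of the controls, and simulations with unrelated effects of the observed sizes gave 0.072 (0.048 to 0.115). The observed r did not exceed that value. The observed rho exceeded the largest simulated rho of 0.054 with unrelated effects. Past the threshold in both knockouts were 3658 genes, beside 3403 (3339 to 3486) with unrelated effects and 0.1 with unchanged groups. Of these genes, 1106 were higher in both, 1297 lower in both and 1255 changed in opposite directions, a same-sign share of 65.7%, beside 53.0% (51.3 to 55.3%) with unrelated effects. Over all genes the same-sign share was 58.1%, beside 70.6% with unchanged groups and 51.1% with unrelated effects. The value of r depended on single libraries: it was 0.201 without control 2, 0.126 without control 1 and -0.0073 without ENL KO 2. With disjoint controls r was 0.004 and 0.042, against 0.057 for a common control on the same scale. Among genes with at least 10 CPM in the control r was 0.261 (9047 genes, 73.6% same sign of 2405 past the threshold in both), among those with 1 to 10 CPM 0.017 (3136 genes, 52.8%) and among those under 1 CPM 0.057 (2118 genes, 44.0%).

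**Figure D2:**
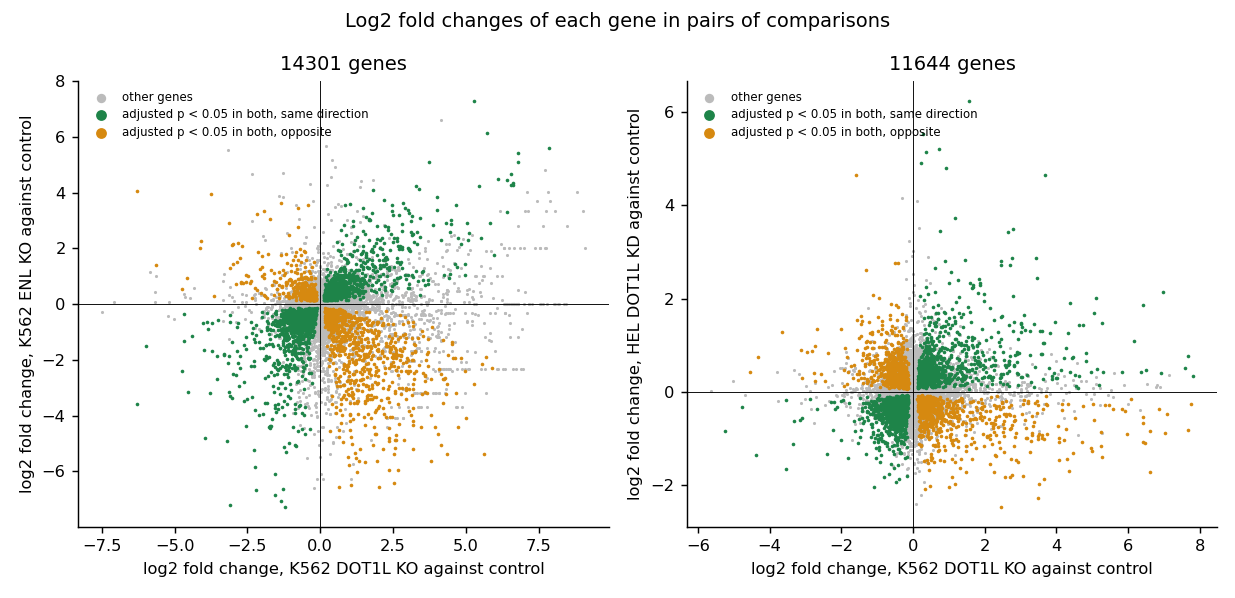
Log2 fold change of each gene in the K562 ENL KO (left, 14301 genes) and in the HEL DOT1L KD (right, 11644 genes) against that in the K562 DOT1L KO; each point is 1 gene and colours mark genes past an adjusted p of 0.05 in both comparisons by whether their directions match. Matching directions made up 65.7% of the coloured genes on the left and 57.6% on the right.

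In HEL, 6951 of 12635 tested genes (55.0%) were past the threshold after DOT1L KD in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3411 higher and 3540 lower. The absolute log2 fold change was at least 1 in 738 of them, 426 higher and 312 lower, and the median over the genes past the threshold was 0.38. HEL replicates spread less than K562 replicates, with a biological coefficient of variation of 1.83% against 6.34%, so smaller changes could pass the threshold in HEL. The chi-square per degree of freedom between HEL replicates was 1.45 (control) and 1.31 (KD), little above counting error alone. Whether HEL replicates were separate cultures is not stated. The HEL p-values and counts of genes may therefore not cover the spread between cultures. The share of higher genes depended on the scaling and rose from 49.1% to 61.4% with upper-quartile scaling. DESeq2 found 4561 genes. ESPN (chromosome 1, 6424776 to 6460944; log2 fold change 3.73, SE 0.17), HBZ (chromosome 16, 152855 to 154505; 2.82, SE 0.13), HBA2 (chromosome 16, 172876 to 173710; 2.57, SE 0.056) and ITLN1 (chromosome 1, 160876540 to 160885170; 2.25, SE 0.13) rose most. HBA2 shares near-identical sequence with HBA1 and its value is uncertain. SEMA3C (chromosome 7, 80742536 to 80922379; -2.56, SE 0.11), TGM5 (chromosome 15, 43232595 to 43266857; -2.29, SE 0.079), PSKH2 (chromosome 8, 86047111 to 86069697; -2.19, SE 0.22) and CITED1 (chromosome X, 72301638 to 72307187; -2.08, SE 0.19) fell most. ESPN went from 1.63 ± 0.162 to 21.8 ± 1.25 CPM and SEMA3C from 40.9 ± 1.50 to 6.92 ± 0.117 CPM (SD, n = 2 each).

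The responses to DOT1L depletion in HEL and K562 were compared over 11644 genes tested in both. Pearson's r across genes was 0.052 and rho 0.088. Past the threshold in both lines were 3452 genes, of which 57.6% changed in the same direction and 1462 in opposite directions. The 2920 tested genes that were higher in the K562 DOT1L KO had a median log2 fold change of 0.063 in HEL (fry p 0.0133; camera p 0.121), and the 2986 that were lower had -0.043 (fry p 3.67e-05; camera p 0.106), so the call depended on the gene set test. The direction of the lower set also depended on scaling: its median was 0.024 with upper-quartile scaling. An interaction test found that the change differed between the lines in 5980 of 15367 genes in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

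Past the threshold in all 3 comparisons with a control were 1794 of 11644 genes, and 725 of these changed in the same direction in all 3. Of the 725, 362 were higher and 363 lower, beside 168 and 182 if the 3 comparisons were independent. The K562 knockouts share controls, so independence is not the exact expectation. The genes with the smallest maximum adjusted p were SLC4A1 (chromosome 17, 44248390 to 44268134), with log2 fold changes of 2.64, 2.37 and 3.43 in the DOT1L KO, the ENL KO and the HEL KD, SLC6A19 (chromosome 5, 1201595 to 1225111; 2.81, 1.98 and 0.57), MTURN (chromosome 7, 30134986 to 30162762; 1.56, 1.70 and 0.47), FAXDC2 (chromosome 5, 154818492 to 154850685; 1.85, 1.39 and 1.05) and CDHR1 (chromosome 10, 84194635 to 84219620; -3.54, -2.68 and -1.65). SLC4A1 had 206 ± 2.04 CPM (SD, n = 3) in the DOT1L KO against 33.1 ± 0.231 CPM (SD, n = 2) in the control.

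Because K562 and HEL are erythroleukaemia lines, lists of erythroid and megakaryocytic genes and of HOXA genes with MEIS1 were tested with camera, adjusted over 9 tests. The median log2 fold change of the 30 erythroid genes was 0.67 in the DOT1L KO (27 of 30 genes higher, camera adjusted p 8.92e-16), 0.23 in the ENL KO (22 of 30 higher, camera adjusted p 3.53e-09) and 0.26 in HEL (25 of 30 higher, camera adjusted p 7.29e-26). In the DOT1L KO 27 erythroid genes were past the edgeR threshold over all genes and 27 adjusted over the list alone. The counts were 20 and 22 in the ENL KO, and 25 and 27 in HEL, in the same order. AHSP was under the floor in the HEL controls and at least 15.7-fold higher in the KD. Of the megakaryocytic list 9 genes were tested in K562 and 17 in HEL. Their median was 1.27 in the DOT1L KO (9 of 9 higher, camera adjusted p 1.50e-08), 0.62 in the ENL KO (7 of 9 higher, camera adjusted p 5.33e-06) and -0.44 in HEL (5 of 17 higher, camera adjusted p 4.69e-06). Without the gene that was under the floor in both groups the ENL KO median was 0.39 over 8 genes. Past the edgeR threshold over all genes were 8, 5 and 17 megakaryocytic genes, with 8, 5 and 17 adjusted over the list alone. The HOXA and MEIS1 list had 3 tested genes in K562, with a median of 1.96 in the DOT1L KO (3 of 3 higher, camera adjusted p 0.0239). In the ENL KO 2 of these 3 genes were under the floor, the median with these at their bound was 0, and the camera adjusted p was 0.423. In HEL the median of 7 genes was -0.10 (camera adjusted p 0.456). Past the threshold over all genes were 3, 2 and 3 genes of this list, and 3, 3 and 2 adjusted over the list alone. Under fry and under an estimated correlation the erythroid calls in all 3 comparisons and the megakaryocytic calls in both knockouts held. The megakaryocytic call in HEL held under fry but not under an estimated correlation (0.067), and the HOXA and MEIS1 call in the DOT1L KO held under fry and not under an estimated correlation (0.196). MEIS1 itself rose by 1.96 (SE 0.14) in the DOT1L KO and 1.75 (SE 0.15) in the ENL KO and fell in HEL (-0.91, SE 0.079).

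**Figure D3:**
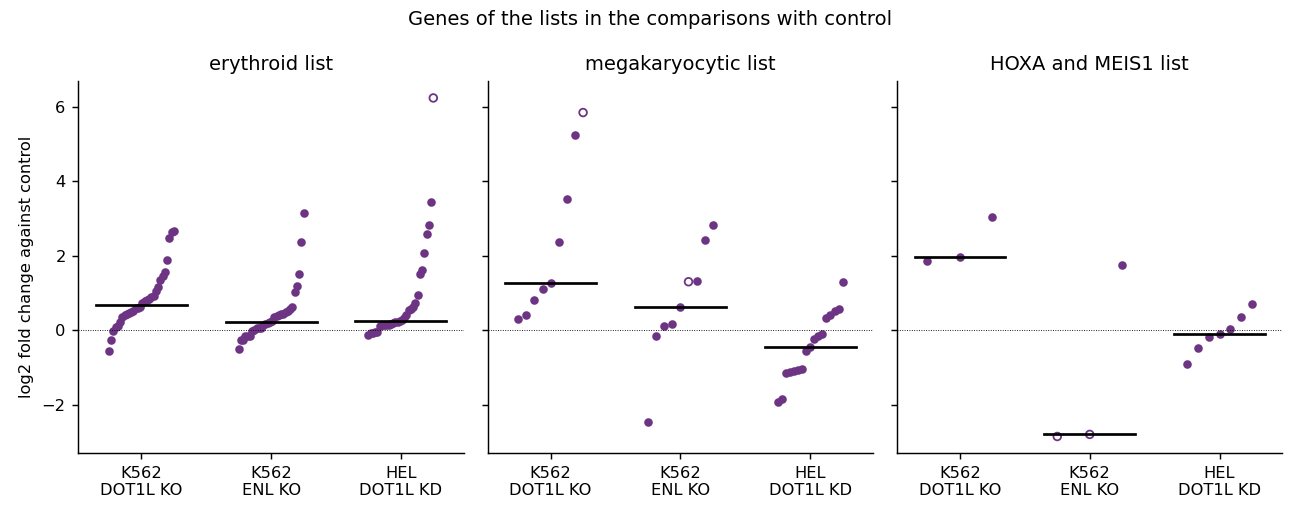
Log2 fold changes against control of the tested genes of the erythroid, megakaryocytic and HOXA and MEIS1 lists in the 3 comparisons; each point is 1 gene, bars are medians, and open circles are genes with a group under the floor of 3 counts. The median of the megakaryocytic list was 1.27 in the K562 DOT1L KO and -0.44 in the HEL KD.

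Among the 23 genes of the transcription machinery list, 22 were tested in K562 and 21 in HEL. In the DOT1L KO 9 were past the edgeR threshold over all genes (4 higher, 5 lower) and 9 adjusted over the list alone. In the ENL KO 9 were past it (5 higher, 4 lower) and 11 adjusted over the list alone. In HEL 16 were past it (5 higher, 11 lower), with 17 adjusted over the list alone, and DESeq2 found 6. The counts include DOT1L and MLLT1. KAT2B, which encodes PCAF, rose by 0.91 (SE 0.067) in the DOT1L KO and 0.56 (SE 0.067) in the ENL KO. TBP did not differ from the control in either knockout (-0.04 and 0.17, edgeR adjusted p 0.640 and 0.0700) and was lower in HEL (-0.28, SE 0.086, edgeR adjusted p 0.00447). TAF7 was lower in both knockouts (-0.30 and -0.49) and higher in HEL (0.95, SE 0.064), and its interaction was 1.27 (edgeR adjusted p 2.16e-09).

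The series addresses whether the complex acts on initiation of transcription. As a measure of dependence on gene length, log2 fold changes were correlated with gene span across genes. Spearman's rho was -0.040 in the DOT1L KO and -0.066 in the ENL KO over 13903 genes, and -0.152 in HEL over 12503 genes. Between replicates of one group, rho ranged from -0.041 to 0.250 in K562 and from -0.073 to 0.059 in HEL. The order of replicates is arbitrary, so absolute sizes were compared, and those of both knockouts were under the largest between replicates. However, every K562 pair with replicate 1 had a positive rho (0.168 to 0.250). An effect shared by the libraries numbered 1 could cancel between group means. The spread between single replicates may then be too wide a measure, so this comparison does not exclude a relation with span in the knockouts. The rho of both knockouts moved by over 1.5 times when single libraries were left out. These were either control, DOT1L KO 1 or DOT1L KO 2 for the DOT1L KO. For the ENL KO they were either control, ENL KO 1 or ENL KO 3. The HEL value lay beyond the spread between replicates and moved to -0.066, inside that spread, once the exonic length trend of each library was removed. In HEL the median log2 fold change was 0.12 in the fifth of genes with the shortest span and -0.06 in the fifth with the longest. Over the alternatives with all libraries and no replicate block, rho in the DOT1L KO ranged from -0.124 to -0.012. It ranged from -0.075 to -0.042 in the ENL KO and from -0.193 to -0.066 in HEL. With 1 library left out, the ranges were -0.070 to -0.0095 in the DOT1L KO and -0.103 to -0.025 in the ENL KO.

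Log2 fold changes were also summarised by position, since cell lines derived by knockout can differ in copy number. In the DOT1L KO chromosome X had the chromosome median farthest from 0 (0.15, 506 genes, beyond the largest median of 0.11 between replicates). With a mean of at least 1 CPM it was 0.107, no longer beyond that largest median (0.109). Chromosome 7 had a median of 0.14 (717 genes). The farthest window lay on chromosome 19 between 20000001 and 30000000, with a median of -1.85 over 35 genes, of which 29 were past the threshold and lower and 2 past it and higher. This size depended on genes with a mean under 10 CPM, and the median of the 18 genes with a mean of at least 10 CPM was -0.34. The mean includes the KO libraries, so it is itself lowered by a decrease. Medians between K562 replicates stayed within 0.297 in every window, and 18 of 245 windows lay beyond that in the DOT1L KO. Some of these windows were adjacent. On chromosome 7 the windows from 90000001 to 160000000 had medians from 0.25 to 0.39, all beyond 0.297 except the smallest. On chromosome 6 the windows from 1 to 40000000 had -0.49, -0.40, -0.28 and -0.40. Whether these runs reflect copy number was not tested. In the ENL KO chromosome 15 had a median of -0.51 (433 genes, 88.5% lower), all 7 of its windows lay beyond the replicate range with medians from -0.58 to -0.38, and a window of chromosome 4 (70000001 to 80000000) had -0.69 (46 genes). In that comparison 20 of 245 windows were beyond the replicate range. In HEL the values were smaller: chromosome 13 had -0.12 (222 genes), and the farthest window, on chromosome 12 (20000001 to 30000000), had -0.34 (34 genes). There 84 of 232 windows lay beyond the replicate range of 0.098.

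**Figure D4:**
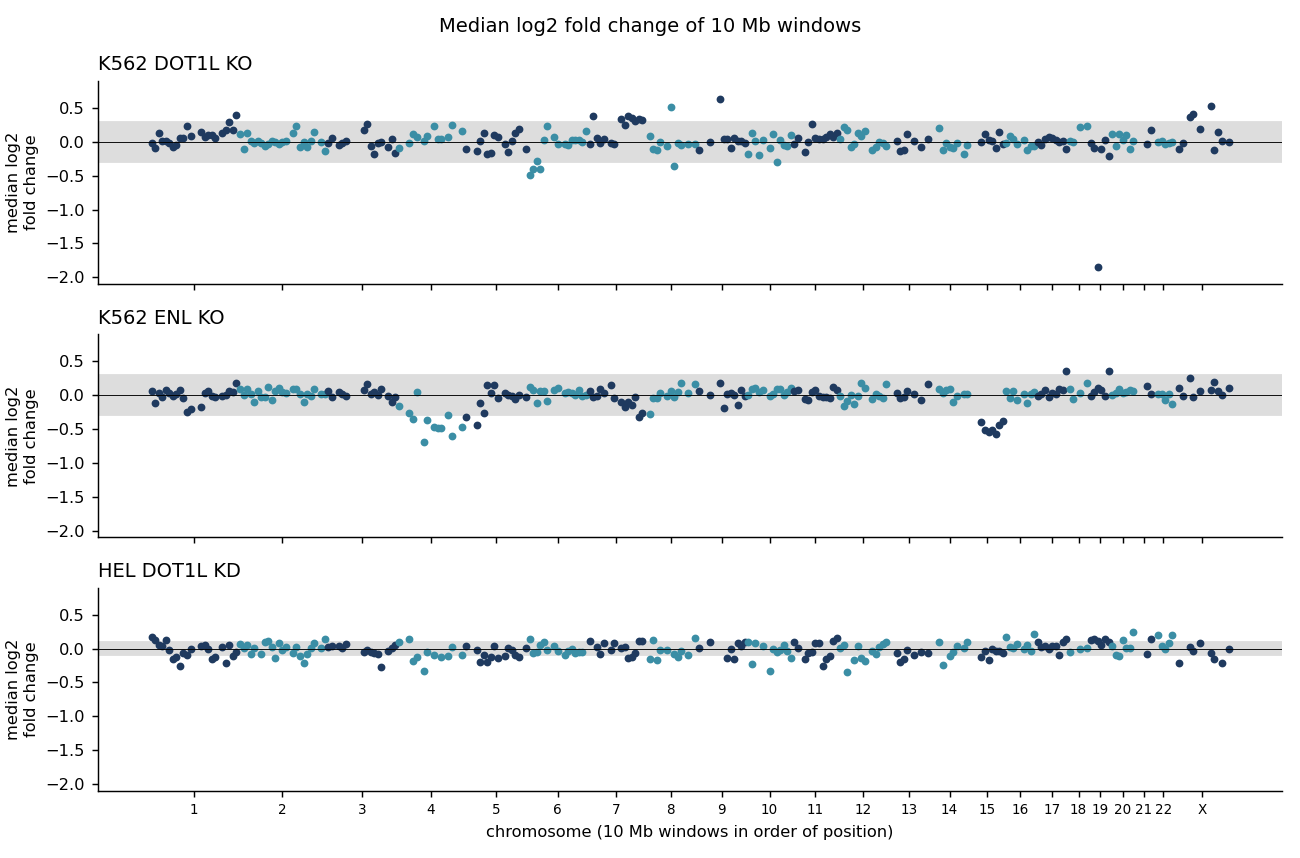
Median log2 fold change of windows of 10 Mb in order of position along the chromosomes, for the 3 comparisons with a control; each point is 1 window with at least 20 tested genes, alternating shades mark chromosomes and the grey band is the largest absolute window median between replicates (0.297 in K562, 0.098 in HEL). The windows of chromosome 15 lie below the band in the ENL KO, and 1 window of chromosome 19 lies at -1.85 in the DOT1L KO.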

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

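The set tests of the interaction in the gene lists, their restriction to genes above the floor, the test of read against fragment counting and the count of megakaryocytic genes in shifted regions were chosen only after the results had been seen. No group held 4 or more distinct libraries, so single outlying libraries were not tested for.

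The difference between depleted and control libraries was not the same in HEL and in K562. The interaction of cell line and depletion was past the threshold in 5980 of 15367 genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 3039 with a larger log2 change in HEL and 2941 with a smaller. Among the 1950 of them with an absolute interaction of at least 1, the split was less even, with 746 larger and 1204 smaller in HEL. Leaving out each K562 DOT1L KO library in turn gave 5690 to 6473 genes. The joint fit shared its dispersion between the lines (biological coefficient of variation 4.88%, against 6.34% in the K562 fit and 1.83% in HEL). It can therefore understate the spread of K562. One technical explanation is a weaker depletion in one line with the same direction of change. Of the 2209 genes past the threshold in the interaction and in both lines, 33.8% changed in the same direction and 1462 genes in opposite directions, which argues against weaker depletion as the explanation for most of these genes. The interaction selects genes with opposite directions, but the 1462 genes are also a large part of the 3452 genes past the threshold in both lines. A second technical explanation is that HEL was counted by reads and K562 by fragments. A counting scale common to the libraries of a line cancels in its fold changes and would not reverse a direction, so the 1462 genes argue against it as well. Knockdown against knockout goes with the cell line as well and was not separable. The same holds for changes that arose in the K562 knockout line independently of DOT1L. Whether its libraries come from more than a single clone is not stated. A difference in biology between the lines stays open and was not tested.

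The megakaryocytic list moved apart between the lines. Among its 8 genes above the floor in all 4 groups (ITGA2B, ITGB3, TUBB1, THBS1, NBEAL2, PLEK, RUNX1 and CD9) the median interaction was -1.79 (7 of 8 lower in HEL, camera adjusted p 4.74e-10, fry 1.06e-06, estimated correlation 0.00466), with a median log2 fold change of -0.41 in HEL. In K562 the median was 1.27 over the 7 of them that were tested there, all higher; PLEK had too few counts in K562 to be tested there. Over the alternatives the camera adjusted p ranged from 2.59e-13 to 0.00466. Among the 4 genes with a mean of at least 10 CPM in both lines the median interaction was -1.35, 3 of 4 lower. The K562 mean includes the KO libraries, which favours genes that rose in the KO. ITGA2B, 1 of the 4, had 3.86 and 5.86 CPM in the K562 controls and 24.6 to 25.3 CPM in the KO. This split therefore cannot exclude low K562 counts as the cause of the direction. Regional shifts of the K562 DOT1L KO line do not account for the direction, since 0 of the 8 genes lay in a window beyond the replicate range. Counting by reads or fragments would not give medians of opposite sign in the lines. Knockdown against knockout, a change of the K562 knockout line independent of DOT1L and a biological difference between the lines remain open. The erythroid list showed no such difference under camera (29 genes, median interaction -0.36, adjusted p 0.0921), although fry gave 0.00104. Single erythroid genes did differ between the lines, in both directions. Of the 30 genes of the list, 25 were past the edgeR threshold in the interaction, 9 higher and 16 lower in HEL relative to K562. For the HOXA and MEIS1 list the median over 3 genes was -2.84 (camera adjusted p 0.00377, estimated correlation 0.116). Without the restriction to genes above the floor the lists had medians of -1.36 (19 megakaryocytic genes, camera adjusted p 3.87e-06), -0.28 (30 erythroid genes, 0.158) and -1.13 (9 HOXA and MEIS1 genes, 0.0657), so the call of the last list depended on this restriction.

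Both targeted genes differed as well. DOT1L fell further in HEL than in K562 (interaction -1.10, SE 0.093, edgeR adjusted p 5.10e-09), and MLLT1 rose in HEL relative to K562 (0.39, SE 0.081, edgeR adjusted p 5.88e-04). A transcript that remains after a knockout need not encode the protein, so the DOT1L value does not rank the depletion of the protein in the lines.

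Of the 21 genes named for their change under DOT1L depletion or in all 3 comparisons with a control, 13 were above the floor in all 4 groups and 12 of these were past the threshold in the interaction. The 8 genes named for their change in the ENL KO were not examined here, since the interaction concerns DOT1L depletion. CHST3 (-7.88) and GBP4 (-7.44) rose in the K562 DOT1L KO and were lower in the HEL KD. PRKCH (4.62) fell in K562 and was not past the threshold in HEL, and TNS4 (5.58) fell in K562 and was not tested in HEL alone. ESPN (2.58), HBZ (1.40) and HBA2 (1.54) rose in both lines and more in HEL, with the value of HBA2 uncertain because of HBA1. CITED1 (-2.40) fell in HEL and rose by 0.34 in K562 (edgeR adjusted p 0.0366). SLC6A19 (-2.22), MTURN (-1.08) and FAXDC2 (-0.78) rose in both lines and less in HEL, and CDHR1 (1.91) fell in both lines and less in HEL. SLC4A1 was the exception, with an interaction of 0.82 that did not pass (edgeR adjusted p 0.0738). These genes were selected for large changes in one line, which favours large interactions. No separate technical explanation was tested for single genes.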

How the results depend on the processing

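The alternatives and their tests were chosen in advance, except the 9 K562 columns, the duplicated control as replicate 3 and the K562 dispersion in HEL, which were chosen only after the results had been seen. The spread set beside r and the same-sign shares (SD over fits that each left out a library) and the grouping of windows with single genes were also chosen then. Without a replicate block, the counts of genes past the threshold ranged from 5471 to 8250 in the K562 DOT1L KO, from 4046 to 6968 in the ENL KO and from 6871 to 9398 between both knockouts, apart from the minimum absolute log2 fold change of 1. That minimum reduced the counts to 2265, 1573, 2744, 738 (HEL) and 1950 (interaction) by construction. DESeq2 found 4561 genes in HEL in place of 6951, and 6 of the machinery list in place of 16, and the cause was not tested. The median of all genes was at most 0.086 in absolute value under each scaling, reached in HEL with upper-quartile scaling, where 61.4% of the genes past the threshold were higher, against 49.1%. With all 9 K562 columns counted as libraries the counts were 8250, 6968 and 8780 in the K562 comparisons and 6571 in the interaction.

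With the replicate number as a block the counts were 8340 (DOT1L KO), 7021 (ENL KO), 9605 (both knockouts), 6903 (HEL) and 6822 (interaction). Deviations of same-numbered DOT1L KO and ENL KO libraries correlated at 0.683, 0.0876 and 0.325, and those of different numbers at -0.584 to 0.395. The difference of control 2 and control 1 correlated at 0.438 and 0.408 with that of replicates 2 and 1 of the DOT1L KO and the ENL KO, and at 0.415 and 0.479 with that of replicates 3 and 1. In HEL the correlation was -0.051. Since 1 same-numbered pair was under 0.1 the numbers were not taken to pair the libraries, but an effect shared by the K562 libraries numbered 1 stays open. Under the block the chromosome 15 median of the ENL KO was -0.53, and the HEL median of the genes higher in the K562 DOT1L KO was 0.062 (fry p 0.0552, with a range of 4.61e-04 to 0.121 over its alternatives). With the block and the exonic length trend removed, the HOXA and MEIS1 list of the DOT1L KO had a median of 1.99 (camera adjusted p 0.0522, with a range of 3.53e-04 to 0.196), rho with span in HEL was -0.0665 and the chromosome 13 median in HEL was -0.097. With the block and the duplicated control as replicate 3 the same-sign share of both knockouts was 66.5%. The causes were not tested.

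The correlation of the knockouts depended on the genes and libraries used. It was 0.268 without a filter, 0.131 when each knockout was fitted with the controls alone and 0.148 with a mean of at least 10 CPM. It ranged from -0.0073 (without ENL KO 2) to 0.201 (without control 2) over the 8 fits that each left out a library, and was 0.126 without control 1. Disjoint controls allowed 2 assignments in place of the 6 planned. The same-sign share was 66.4% with library-size scaling, 66.1% without a filter, 66.3% with at least 1 CPM, 67.6% in the separate fits and 72.2% with at least 10 CPM, and ranged from 65.6% to 66.7% over the 6 fits without a knockout library. Between HEL and K562 r was 0.0779 without a filter and 0.0958 with at least 10 CPM, and ranged from 0.0408 to 0.0602 over the 12 fits that each left out a library. The same-sign share there was 59.1% with DESeq2 and 59.7% with at least 10 CPM, and ranged from 55.4% (without DOT1L KO 1) to 59.4% (without DOT1L KO 2). The causes were not tested.

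Set tests changed their call in a few cases, and the causes were not tested. The HOXA and MEIS1 list in the DOT1L KO (1.96) did not pass with an estimated correlation (0.196, with a range of 3.53e-04 to 0.196). In the ENL KO its fitted median went from -2.80 to 0 without a filter, which by construction tests more genes near the floor (adjusted p 0.702, with a range of 0.0607 to 0.849). In HEL its median of -0.10 passed under fry (0.00731, with a range of 0.00731 to 0.548). The megakaryocytic list in HEL (-0.44) did not pass with an estimated correlation (0.0670, with a range of 4.55e-06 to 0.0670). In HEL the genes higher in the K562 DOT1L KO (0.063) did not pass under camera (0.121), nor under fry those higher in the ENL KO (0.030, p 0.0542), with a range of 4.61e-04 to 0.121. The genes lower in the K562 DOT1L KO (-0.043) did not pass under camera (0.106), and their median reversed to 0.024 with upper-quartile scaling (fry p 0.186, with a range of 9.25e-05 to 0.186). The erythroid calls in the 3 comparisons and the megakaryocytic calls in both knockouts kept their side of the threshold under the alternatives run.

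Positional medians kept their direction but moved by more than a spread set beside each under several settings, and the causes were not tested. This spread was 0.012 for chromosome X, 0.013 for chromosome 15 and 0.0066 for chromosome 13. It was narrower than the largest chromosome median between replicates (0.109 in K562, 0.035 in HEL). Chromosome X in the DOT1L KO had 0.16 with upper-quartile scaling, 0.19 with library-size scaling, 0.13 with limma-voom and 0.20 without a filter. It had 0.13 with the groups compared fitted alone and 0.16 with the length trend removed. With at least 1 CPM it had 0.107, no longer beyond the largest chromosome median between K562 replicates. Chromosome 15 in the ENL KO had -0.54 with upper-quartile scaling and -0.46 without a filter, and ranged from -0.54 to -0.50 over the 8 fits that each left out a library. Chromosome 13 in HEL moved from -0.12 to -0.046 with upper-quartile scaling, and was -0.083 with library-size scaling, -0.096 without a filter and -0.097 with the length trend removed. The rho with gene span in HEL was -0.0664 with the length trend removed, which by construction takes out part of a relation with length. The window of chromosome 19 had -0.82 without a filter and -1.38 with at least 1 CPM.

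Leaving out each knockout library in turn kept 86.9% to 99.8% of the genes called in the DOT1L KO, 83.0% to 97.6% of those called in the ENL KO and 87.8% to 91.9% of those called between both knockouts, where 1 gene changed sign at most. The counts ranged from 6478 to 7583, from 4979 to 5872 and from 7665 to 8274. The upper shares of 99.8% and 97.6% came from leaving out a library of the other knockout. Leaving out a DOT1L KO library kept 86.9% to 89.4% of the DOT1L KO calls. Leaving out an ENL KO library kept 83.0% to 89.4% of the ENL KO calls. Without ENL KO 2, 6 genes of the machinery list passed in the ENL KO in place of 9. Leaving out a HEL library or a K562 control leaves 1 library in a group, so values without a test were compared with the control there. Of the alternative values of results that answer a comparison, 559 stayed, 49 moved, 7 no longer passed the threshold, 1 newly passed and 2 reversed. Of those of single genes and windows, 748 stayed, 36 moved and 0 reversed. Depth limits genes near the floor: CHST3 and TIMP4 had at most 4 and 11 counts in a control library.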

Other observations

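The tests of zinc finger genes outside the window of chromosome 19, the test of noise in the fold changes, the share of higher-count genes called lower in that window and the criterion for genes switched on or off were chosen only after the results had been seen.

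In the K562 DOT1L KO, genes of chromosome 19 between 20 and 30 Mb were lower, with a median log2 fold change of -1.85 over 35 genes. The medians of these genes were 0.10 in the ENL KO and 0.11 in HEL. Loss of copies of the region would shift all of its genes alike. Their interquartile range was 3.74, against 0.597 for all genes, it was the widest of 245 windows, and 3 of the 4 genes not past the threshold lay between genes lowered by at least 1, which argues against loss of the whole region. A deletion reaching from DOT1L, near the end of the same arm, would lower the interval between, but the median of 10 to 20 Mb was -0.084. Removing the exonic length trend left -1.89. Low counts may be part of the size: the median of the 18 genes with at least 10 CPM was -0.34, not far past the largest window median between replicates (0.297). The mean includes the KO libraries, so a strong decrease itself can bring a gene under 10 CPM. This split therefore cannot tell low counts from strong decreases. Still, 66.7% of these 18 genes were past the threshold and lower, against 29.6% of the 9120 genes at that level. Position and gene family cannot be told apart. Within the window 22 ZNF genes had a median of -2.58 and the other 13 genes -0.69. Of these other genes only IPO5P1 (-5.02), LINC01224 (-5.84, with 0.465 and 0.189 CPM in the controls) and RPSAP58 (-0.75) lay among the ZNF genes. The rest lay beyond all of the window's ZNF genes, from position 27790493 on. The contrast of both medians therefore mixes position with gene family. ZNF genes on other chromosomes had 0.060 (249 genes), and ZNF genes elsewhere on chromosome 19 were also lower. An effect of DOT1L loss on this cluster and a change that arose in the knockout line independently of DOT1L both stay open and were not tested. Whether the DOT1L KO libraries come from more than a single clone is not stated, and DNA copy number was not analysed here.

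The 202 ZNF genes of chromosome 19 outside that window moved in opposite directions in the knockouts, with a median of -0.27 in the DOT1L KO (78 past the threshold and lower, 24 higher) and 0.61 in the ENL KO (133 higher, 4 lower). Other genes of the chromosome had -0.02 and -0.01, and the largest median of the ZNF genes between replicates was 0.078. The directions were the same under TMM, RLE, upper-quartile and library-size scaling, with medians from -0.27 to -0.23 and from 0.59 to 0.61. Among the 86 genes with at least 10 CPM the medians were -0.17 and 0.38, so low counts do not account for the directions. With the exonic length trend removed they were -0.26 and 0.61. Reads shared between similar ZNF genes were not tested, and for the ENL KO a batch difference stays open because its labels name no lane. With these left open, a biological effect of the knockouts is one hypothesis among others.

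In the K562 ENL KO, chromosome 15 had a median of -0.51 and 88.5% of its 433 genes were lower. A candidate explanation is loss of copies of the chromosome in the ENL KO line. Its 7 windows ranged from -0.58 to -0.38, around the log2 values of -0.58 and -0.42 that a loss from 3 to 2 or from 4 to 3 copies would give, and the interquartile range of its genes, 0.50, was close to 0.527 for all genes. Exonic length bias does not account for the shift, since the median was -0.50 with the trend removed. DNA copy number was not analysed here. A similar shift on chromosome 4 (median -0.37 over 524 genes) was seen alongside and not tested further, and the medians of the other chromosomes ranged from -0.080 to 0.097.

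The log2 fold changes of both knockouts were nearly uncorrelated across genes (r 0.031), although both proteins belong to one complex. Regional shifts of the lines do not account for this: without the genes of 37 windows beyond the replicate range r was 0.0385 over 12610 genes. The responses were not unrelated: 65.7% of the genes past the threshold in both had the same sign, against at most 55.3% in simulations of unrelated effects and 58.1% observed over all genes. Noise over one common response does not account for the low r as a whole, since 8606 of 14301 genes were past the threshold between the knockouts, 2744 of them by at least 1, and 1255 genes past the threshold in both had opposite signs. These tables leave open how far noise lowers r, and a batch difference of the ENL KO libraries stays open. A candidate explanation is that genes switched on or off in one knockout line dominate r, since r was 0.261 among genes with at least 10 CPM in the control and 0.057 under 1 CPM. This stays open because of the 2 controls. The r of the higher genes stayed between 0.255 and 0.280 in the 8 fits that each left out a library, but that of the lower genes reached 0.157 without control 1 and 0.273 without control 2, which leaves a difference of 0.0073. Between 1 and 10 CPM r was 0.017, so it did not rise steadily with the level.

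More genes passed the threshold in HEL than the size of their changes would give in K562. A smaller spread between HEL replicates is a candidate explanation. With the K562 common dispersion for every gene and edgeR's likelihood-ratio test (glmFit and glmLRT), HEL gave 4789 genes. The quasi-likelihood test gave 6951 in HEL and 7305 in the K562 DOT1L KO, which is 1.53 times 4789. The K562 dispersion was the larger (0.0040 against 0.00033), so a lower count had to follow and does not decide the explanation. The ratio of 1.53 also sets a fit of 4 libraries beside a fit of 8, and a likelihood-ratio test beside a quasi-likelihood test. Whether replicates in HEL were separate cultures is not stated, so the smaller spread may come from how replicates were made.

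Of the 10 splits of the 6 knockout libraries into 3 and 3, 1 (the real one) gave 8606 genes past the threshold in the comparison of the DOT1L KO with the ENL KO. The other splits gave 0 genes at the adjusted threshold and 27 to 674 genes with an unadjusted p under 0.05. Each of them mixes both knockouts within each group, so the difference between the knockouts becomes spread within groups. Few genes had to pass in these splits, and their counts do not show what chance alone would give. With 10 splits the share cannot fall under 0.1, so the number of splits limits this test as well.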
